A study of Homo sapiens with 12 samples. Its data were reported in "Metabolism-dependent secondary effect of anti-MAPK cancer therapy on DNA repair" (2024).

How the data were processed

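RNA was measured in A375 cells, a human melanoma line, in 4 groups of 3 replicate cultures each. Control cells (CC) received the solvent DMSO for 72 h. Treated cells (TC) received 500 nM vemurafenib, a BRAF inhibitor, together with 500 nM cobimetinib, a MEK inhibitor, for 72 h (MAPKi) and were harvested at day 0. Persister cells (PC) received the same treatment and were then grown without drug for 2 days, and recovered cells (RC) for 9 days. Per the labels, cytoplasmic RNA was extracted, ribosomal RNA was depleted, and the libraries were sequenced in pairs of reads on an Illumina NovaSeq instrument.

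The deposited file holds raw read counts per gene, with no normalization, for the 12 libraries. The authors trimmed reads with fastp, aligned them to GRCh38.p13 with HISAT2 and counted reads on exons with htseq-count and the NCBI annotation. Strandedness and the handling of reads that align to more than 1 place were not stated. The table lists 44659 genes, of which 18010 had a summed count under 2. It also lists 5088 entries named as numbered copies of a gene, which were kept as listed. Total counts ran from 37773389 to 55567097 per library. At the lowest depth a count of 3 is 0.0794 CPM. This floor covers counting error only.

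Groups, comparisons, gene lists, filters and alternatives were fixed before the data were examined, except where the text says otherwise. Genes with a mean count, scaled to library size, of at least 10 over the 12 libraries were tested, which left 15916 genes. Normalization used TMM factors, which ran from 0.965 to 1.02. One quasi-likelihood model with a mean per group was fitted to all 12 libraries in edgeR 4.0.16 under R 4.3.3 (8 residual degrees of freedom, common biological coefficient of variation 0.182). There were 5 comparisons: TC, PC and RC each with CC, PC with TC, and RC with PC. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 from the two-sided test glmQLFTest. A gene was called as changed beyond 1.5-fold at an adjusted p of at most 0.05 from glmTreat. Levels are given as CPM (counts scaled to the normalized library size), as mean ± SD over 3 libraries. Standard errors of fold changes were derived from the F statistic. Where all 3 libraries of a group had at most 3 counts, the fold change was computed against that floor and is given as a bound.

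The procedure was tested on simulated data with 3 libraries per group. All genes were given the same preset spread, which was smaller than the fitted one, so the rates may be worse at the spread of the data. The test called 197 of 200 genes changed 4-fold and 13 of 15636 unchanged genes, and glmTreat called 194 of the 200. Between 2 groups simulated without change, 0 of 15836 genes were called. Libraries were compared in pairs within groups for duplicates, and none were found.

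There were 18 gene lists. The S phase and G2/M phase lists are published lists distributed with Seurat. Of the other lists, 14 were written by hand from general knowledge: MAPK output genes, ATF4 targets, p53 targets, cytosolic and mitochondrial aminoacyl-tRNA synthetases (aaRS), metabolism of Asp, Glu and Asn, modification of the tRNA wobble uridine (U34), pigmentation, replication-dependent histones, and 5 lists of DNA repair (homologous recombination with the Fanconi pathway, mismatch, base excision, nucleotide excision and end joining). The remaining pair of lists, one of proliferation and one of repair, held the genes that the study had measured by RT-qPCR in these conditions. Lists were tested against CC with camera (limma 3.58.1, correlation between genes preset to 0.01, two-sided), with adjustment over all 54 tests of 18 lists in 3 comparisons. The value given for a list is the median log2 fold change of its tested genes.

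Genes lower in both TC and PC were counted from the 1.5-fold calls, and the count was compared with 20 simulations in which both groups were unchanged from CC and were set against the same CC libraries. For genes lower in TC, the share with a smaller change in PC and the median ratio of the PC to the TC log2 fold change were compared with 20 simulations in which PC had the TC levels. Frequencies of Lys, Glu, Asp and Asn and of their 8 codons in coding sequences were compared between gene sets by beta regression with coding length as a covariate (glmmTMB 1.1.9, emmeans 1.11.2.8, Tukey comparisons, adjustment over the features of a family). Coding sequences and coordinates came from GENCODE v44 (hg38), matched by gene symbol, which is not the annotation used for counting. Of the tested genes, 14105 (88.6%) were matched and 12792 had a complete coding sequence.

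Except for ASNS and RN7SK, which were picked after the data were seen for tests of technical causes, the genes named in the text follow a rule fixed with the comparisons. They are the MAPK output list, the RT-qPCR lists, GAPDH, EPRS1 and CTU2. In addition, for each group against CC, they are the 3 genes with the largest rise and the 3 with the largest fall among genes changed beyond 1.5-fold, with a mean normalized count of at least 100 and no overlap between the 3 libraries of each group.

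Alternatives were median-ratio size factors or library totals in place of TMM, and the filterByExpr filter or a summed count of at least 2. Others were DESeq2 1.42.0 in place of edgeR, a block for replicate number, and fits of only the 2 groups compared. Further alternatives left out mitochondrial rRNA and tRNA genes with small structural RNA genes (715 entries), or each library in turn. For the lists they were fry or an estimated correlation. For composition they were DESeq2 calls, leaving out genes of the cell cycle and repair lists from the lower genes only, and 10000 random gene lists matched on expression. The random lists were drawn from all tested genes with a coding sequence, genes lower or higher in TC and PC included. Offsets for GC content and transcript length, GC content as a covariate of composition and leaving out numbered copies were added after the data were seen. No DMSO library was harvested at day 2 or day 9, so for PC and RC the time in culture and the group cannot be told apart. Plots were drawn with matplotlib 3.10.9 under Python 3.11.15.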

Results

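Gene expression was measured by RNA sequencing in A375 melanoma cells before, during and after exposure to the BRAF and MEK inhibitors. There were 3 libraries each of CC (DMSO for 72 h), TC (MAPKi for 72 h), PC (MAPKi for 72 h, then 2 days without drug) and RC (MAPKi for 72 h, then 9 days without drug). Total counts in replicates 1 to 3 were 40430417, 44594021 and 47497943 in CC, 38320786, 39517866 and 55567097 in TC, 37773389, 46313833 and 43593107 in PC, and 39986451, 55263060 and 51902720 in RC. Between 20591 and 22363 genes were detected per library. Mitochondrial rRNA and tRNA genes (24 entries) took between 1.47% and 3.73% of the counts. The highest shares were in TC (3.11% to 3.73%) and the lowest in RC (1.47% to 1.54%). Mitochondrial mRNA genes were not part of this share. The 10 genes with the most counts took between 4.65% and 7.42% of a library. Across genes, the Pearson correlation of log2 CPM between 2 replicates of a group was between 0.979 and 0.988.

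The first principal component of the 15916 tested genes held 70.1% of the variance and the second held 8.9%. On the first component, the TC libraries lay between -82.1 and -73.5 and the PC libraries between -86.0 and -84.4. The CC libraries lay between 80.4 and 83.3 and the RC libraries between 79.9 and 82.8. Each group was a harvest of its own day, except that CC and TC were both harvested at day 0, so no comparison within a batch was possible for PC and RC.

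**Figure D1:**
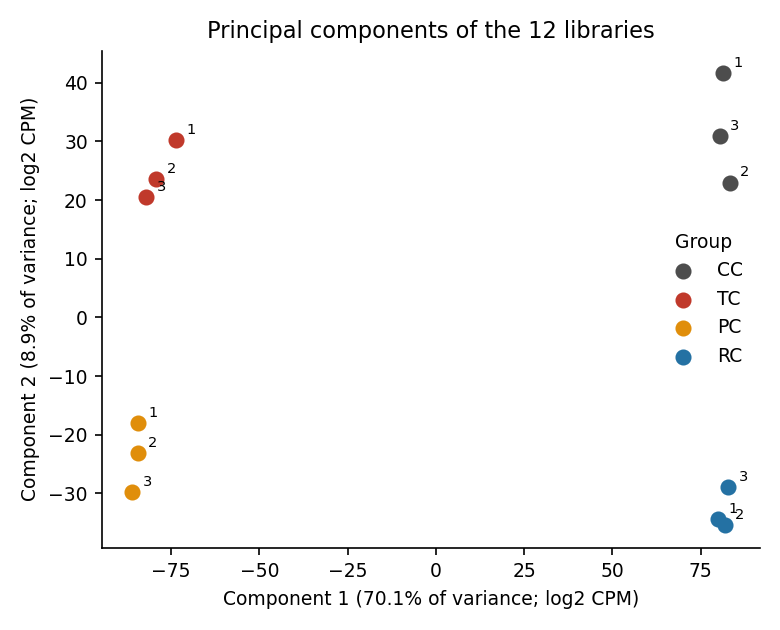
First and second principal components of log2 CPM, with the share of variance on each axis and a point for each library, coloured by group. The TC and PC libraries sit on one side of the first component and the CC and RC libraries on the other.

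The comparison of TC with CC asked which transcripts changed after 72 h of MAPKi. In edgeR, 5285 genes were higher and 5522 were lower in TC at an adjusted p under 0.05, of 15916 tested. Beyond 1.5-fold, 2564 genes were higher and 3068 were lower. The alternative that moved the latter counts most was DESeq2, which gave 2099 higher and 2443 lower genes.

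The MAPK output list served as a check of drug action. Its 10 genes had a median log2 fold change of -3.50 in TC (camera adjusted p 8.9e-12, fry adjusted p 1.4e-07). At an adjusted p under 0.05, 8 genes were lower and 1 was higher, both over all genes tested and adjusted over the list alone. In 8 of the 10 genes every TC library was below every CC library, where chance gives 10% for 3 libraries against 3 in either direction. SPRY4 (chromosome 5, 142310427 to 142326455, minus strand, GRCh38) fell from 444 ± 241 CPM in CC to 1.65 ± 0.17 in TC (SD, n = 3), a log2 fold change of -8.06 (SE 0.39, adjusted p 3.8e-09). DUSP6 (chromosome 12, 89347235 to 89352501, minus strand) fell from 156 ± 122 to 3.94 ± 1.14 CPM, a log2 fold change of -5.32 (SE 0.49, adjusted p 1.1e-06). Its CC mean rested on replicate 3, which had 297 CPM against 77.6 and 94.4 in the others. ETV4 (chromosome 17, 43527844 to 43579620, minus strand) fell from 235 ± 4.08 to 2.61 ± 0.20 CPM, a log2 fold change of -6.49 (SE 0.10, adjusted p 1.6e-12). CCND1 changed by -1.76 on the log2 scale (SE 0.14, adjusted p 2.7e-07). The gene that was higher was EPHA2, with a log2 fold change of 0.71 (SE 0.18, adjusted p 0.0038).

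Cell cycle and repair lists were compared because the study asked whether MAPKi lowers transcripts of proliferation and DNA repair. In TC, the 54 genes of the G2/M phase list had a median log2 fold change of -3.24 (camera adjusted p 9.2e-54) and the 43 genes of the S phase list one of -1.80. In the G2/M list 53 genes were lower and 1 was higher, with the same counts adjusted over the list alone. In the S phase list 39 were lower over all genes tested and 40 adjusted over the list alone. The median was -1.20 for homologous recombination and Fanconi genes, of which 31 were lower and 4 higher of 42 (33 and 4 adjusted over the list alone). It was -0.98 for mismatch repair genes, of which 21 were lower and 1 higher of 22 by both adjustments. Nucleotide excision repair (median -0.39), end joining (-0.28) and base excision repair (-0.25) were not past the camera threshold, with adjusted p of 0.123, 0.123 and 0.131, although fry called them (adjusted p 1.3e-07, 4.6e-06 and 5.7e-06). Of their genes, 14 of 24 were lower and 4 higher, 11 of 20 lower and 5 higher, and 13 of 25 lower and 8 higher, with the same counts adjusted over the list alone except 14 lower in the last. With a summed count of at least 2 as the filter, camera called nucleotide excision repair (median -0.37, adjusted p 0.0429). It also called base excision repair then (median -0.24, adjusted p 0.0496). The RT-qPCR genes of the study were all lower in TC by both adjustments, with medians of -2.94 for the 7 proliferation genes and -1.73 for the 6 repair genes. The study chose these genes with such cells at hand, so the count adjusted over the list alone is not independent evidence. CDC20 (chromosome 1, 43358981 to 43363203, plus strand) fell from 188 ± 43.8 to 10.7 ± 1.33 CPM (SD, n = 3), a log2 fold change of -4.13 (SE 0.17, adjusted p 9.8e-10). EXO1 (chromosome 1, 241847967 to 241895148, plus strand) changed by -3.07 (SE 0.13, adjusted p 1.3e-09). GAPDH changed by -0.16 (SE 0.07, adjusted p 0.0718), which was not past the threshold. It was past it in 5 of 22 alternatives, with adjusted p from 0.0226 to 0.340 over its alternatives. Among the 5 were the fits without CC replicate 1 (-0.20, adjusted p 0.0381) and without TC replicate 3 (-0.20, adjusted p 0.0367). The others were replicate number as a block (-0.16, adjusted p 0.0407), library totals (-0.17, adjusted p 0.0323) and GC and length offsets (-0.21, adjusted p 0.0226).

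Of the other lists in TC, ATF4 targets had a median log2 fold change of -2.21, genes of Asp, Glu and Asn metabolism -1.53, and mitochondrial aaRS genes -0.39. These 3 lists were past the camera threshold, with adjusted p of 1.6e-06, 0.00064 and 0.0024. At the gene level, 18 of 23 ATF4 targets were lower and 2 higher (19 and 2 adjusted over the list alone), 13 of 17 metabolism genes were lower and 1 higher, and 12 of 15 mitochondrial aaRS genes were lower, with the same counts adjusted over the list alone for the metabolism and aaRS lists. Replication-dependent histone genes had a median of 3.26 (camera adjusted p 2.5e-08), with 22 genes higher and 2 lower of 28 by both adjustments, and the median was the same with the gene at the floor put at its bound. These histone genes had low counts, with a median of 0.241 CPM in CC and 2.00 CPM in TC. Of 53 histone genes listed, 28 were tested. The filter used the mean over all 12 libraries, so among low genes it favours those that rose in TC and PC. The median in TC ran from 2.25 to 3.66 over its alternatives. Pigmentation genes (median 1.04, adjusted p 0.0668), p53 targets (-0.46, adjusted p 0.408) and U34 modification genes (-0.28, adjusted p 0.340) were not past the threshold. By both adjustments, 9 of 15 pigmentation genes were higher and 4 lower, 12 of 20 p53 targets were lower and 3 higher, and 7 of 13 U34 genes were lower and 3 higher. The U34 median was -0.19 without CC replicate 2, and the pigmentation list was past the threshold without TC replicate 3 (median 1.24, adjusted p 0.0187) and without PC replicate 3 (median 1.04, adjusted p 0.0316). It was also past it with a summed count of at least 2 as the filter (median 0.24, adjusted p 0.0310), with replicate number as a block (adjusted p 0.0242), with only the 2 groups compared (adjusted p 0.0194), with GC and length offsets (adjusted p 0.0474) and under fry (adjusted p 0.0025). Its adjusted p ran to 0.512 over its alternatives, so the list is undecided in TC.

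The genes with the largest changes in TC under the rule for named genes were near or at 0 in one of the groups. Their rank rests on fitted log2 fold changes, not on the bounds given here. LRRC15 (10.12) and SOX2 (8.56) rose by more than the log2 bound of CCN4 (7.45), and LRRC15 also by more than that of CXCL14 (9.72). SPRY4 (-8.06) fell by more than the bound of A4GALT (-7.50). CXCL14 had no counts in CC and 57.7 ± 65.9 CPM in TC (SD, n = 3), at least 843-fold higher, and its TC libraries ran from 8.06 to 132 CPM. Without TC replicate 3 it was at least 297-fold higher. CRYGS had 106 ± 50.3 CPM in TC, at least 1548-fold higher than in CC, and CCN4 had 11.9 ± 12.04 CPM, at least 174-fold higher. The TC libraries of CCN4 ran from 1.84 to 25.3 CPM, and without TC replicate 3 it was at least 76.9-fold higher. A4GALT had 12.7 ± 2.69 CPM in CC and was at least 181-fold lower in TC. HAPLN1 (log2 fold change -8.84, SE 0.31) and NPPC (log2 fold change -8.74, SE 0.34) were the other genes with the largest falls. Over their alternatives these ran from -9.79 to -8.54 and from -9.35 to -8.44. HAPLN1 had 0.746 CPM in TC replicate 3, against 0.233 and 0.204 in the others.

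The comparison of PC with CC asked whether these changes lasted 2 days after drug removal. In PC, 5290 genes were higher and 5714 lower at an adjusted p under 0.05, and 2731 were higher and 3168 lower beyond 1.5-fold. The MAPK output list had a median log2 fold change of -3.68 in PC (camera adjusted p 2.8e-13), with 8 genes lower and 1 higher by both adjustments. SPRY4 changed by -9.10 (SE 0.42, adjusted p 2.7e-09), DUSP6 by -4.90 (SE 0.48, adjusted p 1.7e-06) and ETV4 by -7.07 (SE 0.11, adjusted p 9.7e-13). The median was -1.49 for G2/M phase genes, of which 52 of 54 were lower and 1 was higher, and -1.28 for S phase genes, of which 38 of 43 were lower and 1 was higher, by both adjustments. It was -0.90 for homologous recombination and Fanconi genes (27 lower and 5 higher of 42) and -0.84 for mismatch repair genes (20 lower and 1 higher of 22), again by both adjustments. CDC20 had 59.1 ± 5.53 CPM in PC (SD, n = 3), a log2 fold change of -1.67 against CC (SE 0.15, adjusted p 6.9e-07), and EXO1 changed by -2.14 (SE 0.12, adjusted p 1.6e-08). GAPDH changed by -0.43 (SE 0.07, adjusted p 0.000184). Histone genes had a median of 3.45, with 23 higher and 1 lower of 28 (23 and 2 adjusted over the list alone).

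Under the rule for named genes, the largest rises in PC were those of CRYGS (269 ± 22.9 CPM, SD, n = 3, at least 3930-fold higher), CXCL14 (22.01 ± 10.7 CPM, at least 322-fold higher) and LRRC15. LRRC15 rose from 0.094 ± 0.086 to 534 ± 62.6 CPM, a log2 fold change of 12.37 (SE 0.53). The largest falls were those of A4GALT (at least 178-fold lower), NPPC (at least 382-fold lower) and the numbered copy CSF2RA_1 (at least 55.3-fold lower), whose counts depend on how reads that match several copies were assigned. CSF2RA_1 had 3.93 ± 3.08 CPM in CC, from 0.846 to 7.01 over the libraries, and was at least 33.6-fold lower without CC replicate 1. On the log2 scale the bounds in PC were -7.48 for A4GALT, -8.58 for NPPC and -5.79 for CSF2RA_1. SPRY4 (-9.10) and HAPLN1 (-8.78) fell by more than these bounds, so the rank rests on the fitted values. Likewise SOX2 rose by 9.10 in PC, against a bound of 8.33 for CXCL14.

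Of the 3068 genes lower beyond 1.5-fold in TC, 2492 (81.2%) were also lower in PC. Of the 2564 genes higher in TC, 2149 (83.8%) were also higher in PC. Both comparisons share the CC libraries. In 20 simulations with both groups unchanged from CC no gene was lower in both (0 in each), but groups without change give almost no calls, so this count does not measure how much the shared libraries add among changed genes. The correlation across genes of the TC and PC log2 fold changes was 0.903, against 0.419 to 0.537 in those simulations. Genes are not independent replicates. DESeq2 moved the count of genes lower in both most, to 1925, of which 1924 were among the 2492. Among genes lower in TC, 54.6% (1674 genes) had a smaller change in PC than in TC, which lay within the 52.54% to 56.21% of simulations in which PC had the TC levels. The share was slightly above that range under library totals (56.24%), under DESeq2 (56.24%) and without TC replicate 1 (56.80%), so it does not settle whether PC had moved toward CC. The median ratio of the PC to the TC log2 fold change was 0.956, below the 0.985 to 0.994 of these simulations. Compared directly, 718 of the 3068 genes were higher and 450 were lower in PC than in TC at an adjusted p under 0.05. The same values were taken for genes higher in TC. Of them, 48.4% (1240 genes) had a smaller change in PC, the median ratio was 1.01, and 388 were higher and 331 lower in PC than in TC. No simulation was made for these genes, so whether they moved toward CC was not tested.

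Between PC and TC, 1944 genes were higher and 1992 lower in PC, and 371 were higher and 183 lower beyond 1.5-fold. The number lower fell to 1325 without PC replicate 2 and to 1259 without PC replicate 3. Between RC and PC, 5676 genes were higher and 5438 lower in RC, and 3214 were higher and 2951 lower beyond 1.5-fold.

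**Figure D2:**
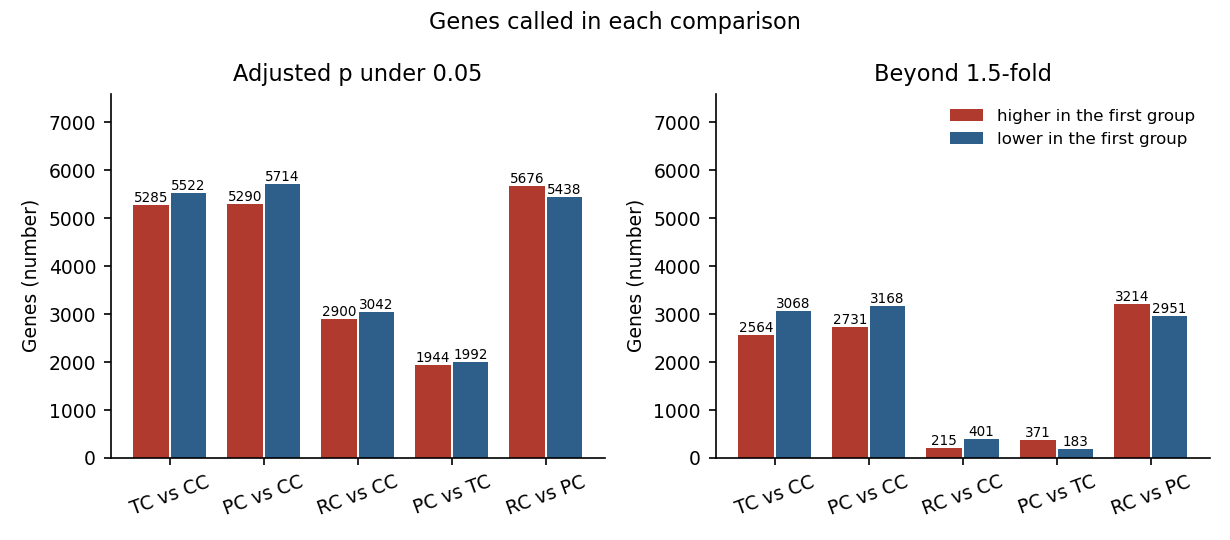
Number of genes higher and lower in each of the 5 comparisons, called at an adjusted p under 0.05 and called as changed beyond 1.5-fold, of 15916 genes tested. The counts beyond 1.5-fold were lowest for RC against CC (215 higher, 401 lower) and for PC against TC (371 higher, 183 lower).

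The comparison of RC with CC asked whether expression returned after 9 days without drug. In RC, 2900 genes were higher and 3042 lower at an adjusted p under 0.05, and 215 were higher and 401 lower beyond 1.5-fold. Single libraries decided how many genes passed the 1.5-fold test. Without CC replicate 1 the numbers higher and lower fell to 129 and 249, and without RC replicate 2 to 117 and 224. Both also fell by over 1.5 times without RC replicate 1, to 125 for genes higher. Without CC replicate 2 the number higher rose to 378. DESeq2 gave 136 higher genes. Of the 2492 genes lower in TC and PC, 2295 were not called beyond 1.5-fold in RC, 142 were lower and 55 were higher. Of the 2149 genes higher in TC and PC, 2036 were not called in RC, 65 were higher and 48 were lower. Not being called is not a test of equality with CC.

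The MAPK output list was not past the threshold in RC (median log2 fold change -0.22, camera adjusted p 0.237), with 3 genes lower (SPRY2, SPRY4 and EPHA2) by both adjustments. Its median depended on CC replicate 3 and was -0.02 without it, and it was -0.34 without CC replicate 2. SPRY4 changed by -0.76 (SE 0.27, adjusted p 0.0417) and by -0.22 without CC replicate 3, and was no longer past the threshold in 11 of 22 alternatives (adjusted p from 0.0043 to 0.119). DUSP6 had 135 ± 9.80 CPM in RC (SD, n = 3) and changed by -0.22 (SE 0.39, adjusted p 0.696). Without CC replicate 3 its change was 0.65, with an adjusted p of 0.00788 (from 0.00788 to 0.899 over its alternatives).

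In RC, G2/M phase genes had a median log2 fold change of 0.71 (camera adjusted p 2.5e-29), with 52 of 54 genes higher and 0 lower by both adjustments. S phase genes had a median of 0.62, with 37 of 43 higher and 0 lower over all genes tested (38 and 1 adjusted over the list alone). The median was also 0.62 for homologous recombination and Fanconi genes (27 of 42 higher, 28 adjusted over the list alone, 0 lower by both) and 0.36 for mismatch repair genes (16 of 22 higher and 1 lower, 18 and 1 adjusted over the list alone). Base excision repair (median 0.31) and end joining (median 0.23) were past the camera threshold as well, with adjusted p of 0.0053 and 0.0110. The RT-qPCR genes had medians of 0.59 for proliferation (6 of 7 higher) and 0.51 for repair (6 of 6 higher), by both adjustments. CDC20 had 403 ± 30.1 CPM in RC (SD, n = 3), a log2 fold change of 1.10 against CC (SE 0.14, adjusted p 0.000158), and EXO1 changed by 0.64 (SE 0.11, adjusted p 0.0011). GAPDH changed by 0.23 (SE 0.07, adjusted p 0.0238), and was not past the threshold in 4 of 22 alternatives, among them those without CC replicate 1 (0.19), CC replicate 3 (0.22) and RC replicate 3 (0.21), with adjusted p from 0.0072 to 0.137 over its alternatives. Histone genes had a median of 0.74, or 0.71 with the gene at the floor put at its bound, with 7 higher and 2 lower of 28 (5 and 2 adjusted over the list alone). Without CC replicate 3 the histone list was no longer past the threshold (median 0.69, adjusted p 0.114, from 0.00043 to 0.271 over its alternatives). ATF4 targets (median -0.88, 20 of 23 lower, 21 lower and 1 higher adjusted over the list alone) and p53 targets (median -0.34, 8 of 20 lower and 1 higher by both adjustments) were lower in RC.

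In each of the 3 comparisons with CC, 12 of the 18 lists were past the camera threshold. In TC and in PC, 11 were lower and 1 higher. In RC, 9 were higher and 3 lower. All 36 calls hold under fry, but fry called 18, 17 and 16 of the 18 lists in TC, PC and RC, lists with genes of both directions among them, so this adds little. With the correlation between genes estimated from the data, the alternative that moved the counts most, 0 lists were past the threshold in each comparison (smallest adjusted p 0.0880), and 10, 6 and 3 lists had an unadjusted p under 0.05. The camera calls were thus not kept with an estimated correlation, while the counts of genes per list do not depend on this choice.

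**Figure D3:**
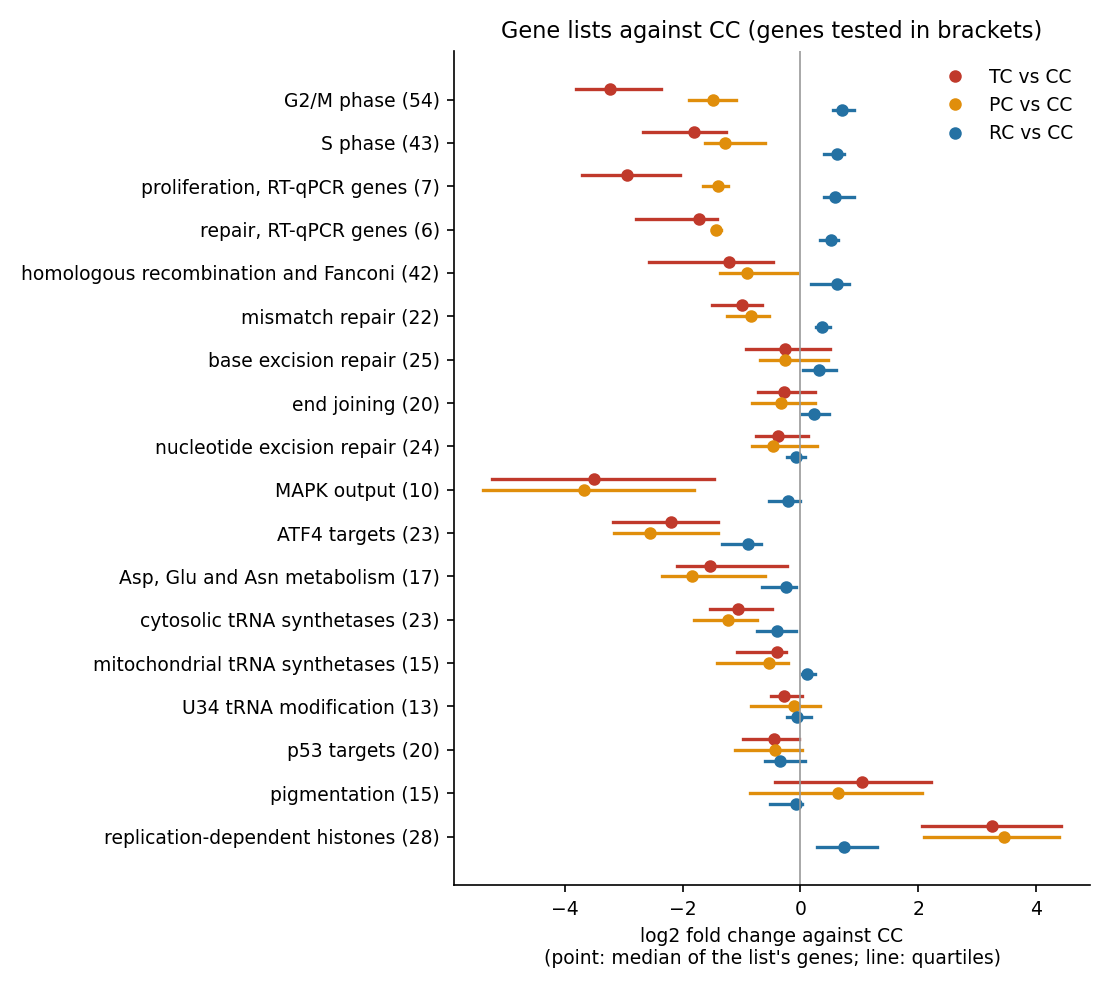
Median log2 fold change against CC (points) and quartiles (lines) of the genes of each list in TC, PC and RC, with the number of tested genes in brackets. G2/M phase genes went from -3.24 in TC to -1.49 in PC and 0.71 in RC, while MAPK output genes had -3.50, -3.68 and -0.22.

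The cytosolic aaRS list was compared because the study related tRNA-charging enzymes to MAPKi. Its 23 genes had median log2 fold changes of -1.07 in TC (camera adjusted p 7.5e-08), -1.23 in PC (adjusted p 9.3e-10) and -0.40 in RC (adjusted p 1.3e-05). By both adjustments 21 genes were lower in TC and 22 in PC, and none was called higher in either. In RC, 14 were lower and 2 higher over all genes tested, and 15 and 2 adjusted over the list alone. EPRS1, the synthetase for Glu and Pro (chromosome 1, 219968600 to 220046530, minus strand), had 453 ± 48.7 CPM in CC, 246 ± 16.003 in TC, 193 ± 4.10 in PC and 362 ± 24.4 in RC (SD, n = 3). Its log2 fold changes against CC were -0.88 in TC (SE 0.08, adjusted p 1.6e-06), -1.23 in PC (SE 0.08, adjusted p 7.7e-08) and -0.32 in RC (SE 0.08, adjusted p 0.0102). The change in RC was not past the threshold without RC replicate 1 (-0.26, adjusted p 0.0533, from 0.0010 to 0.0533 over its alternatives). CTU2, an enzyme that modifies U34, changed by -0.23 in TC (SE 0.11, adjusted p 0.0841), -0.08 in PC (SE 0.11, adjusted p 0.538) and 0.21 in RC (SE 0.11, adjusted p 0.156), none past the threshold. Single CC libraries and GC and length offsets moved these values. With the offsets the changes in TC (-0.43, adjusted p 0.0020) and RC (0.34, adjusted p 0.0164) were past the threshold. Without CC replicate 3 the TC change was -0.35 (adjusted p 0.0042, from 0.0020 to 0.312 over its alternatives), the PC change -0.20 and the RC change 0.10. Without CC replicate 2 the TC change was -0.13 and the PC change 0.02, and the RC change was past the threshold at 0.32 (adjusted p 0.0392, from 0.0164 to 0.424 over its alternatives).

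Under the rule for named genes, SOX2 (chromosome 3, 181711925 to 181714436, plus strand) had the largest rise in RC. It went from 0.19 ± 0.11 CPM in CC to 72.4 ± 7.94 in TC, 105 ± 12.4 in PC and 3.36 ± 0.18 in RC (SD, n = 3), and its log2 fold change in RC was 4.13 (SE 0.25). LRRC15 changed by 3.67 (SE 0.79), from 0.094 ± 0.086 to 1.30 ± 0.31 CPM, and C15orf54 by 3.49 (SE 0.20), from 1.67 ± 0.49 to 18.8 ± 0.73 CPM. The largest falls were those of the numbered copies TRAPPC4_1 (-4.77, SE 0.80) and ID3_1 (-3.81, SE 0.40), with the limit stated for such copies, and of SHC2. SHC2 had 8.06 ± 1.83 CPM in CC, 37.7 ± 3.71 in TC, 27.9 ± 2.68 in PC and 0.87 ± 0.0055 in RC, a log2 fold change of -3.21 in RC (SE 0.18).

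**Figure D4:**
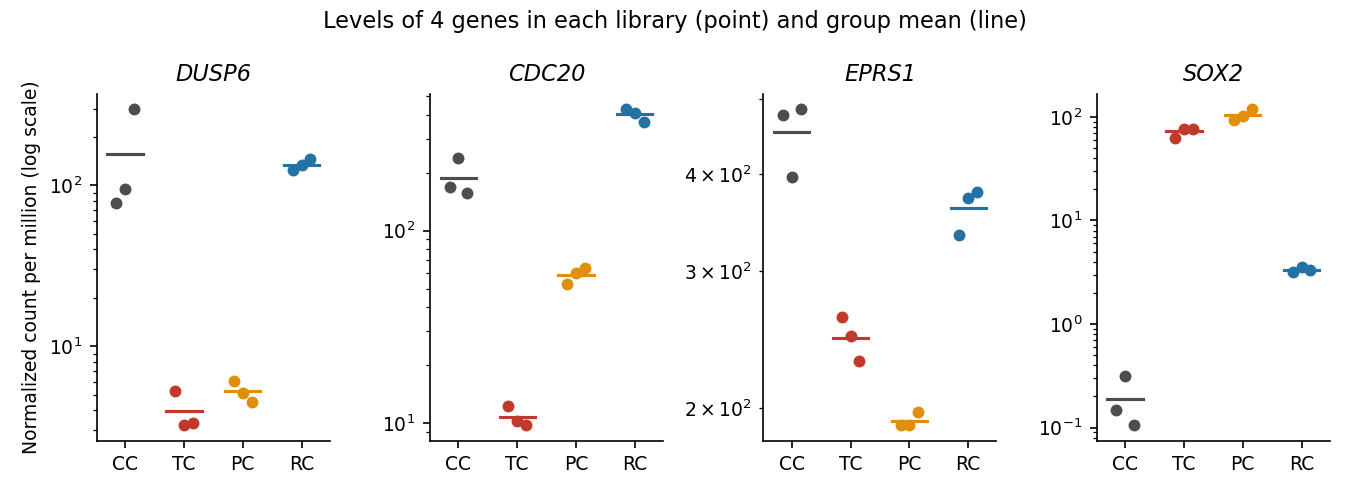
Normalized CPM of DUSP6, CDC20, EPRS1 and SOX2 in each library (points) with the group mean (line), on a log axis, for CC, TC, PC and RC. CDC20 went from a mean of 188 in CC to 10.7, 59.1 and 403 in TC, PC and RC, and SOX2 from 0.19 to 72.4, 105 and 3.36.

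The study related the fall of transcripts to the amino acids and codons of their coding sequences, so these were compared between gene sets. Coding sequences were found for 2081 of the genes lower in TC and PC, 1730 of the genes higher in both and 8981 other tested genes. Lys made up 6.27 ± 2.72% of the codons of the lower genes, 5.43 ± 2.81% of those of the higher genes and 6.09 ± 2.83% of those of other genes (SD over genes). In the beta regression, genes lower in TC and PC had 17.4% more Lys than genes higher in TC and PC (adjusted p 1.2e-13), 4.32% more Glu (adjusted p 0.00109), 5.54% more Asp (adjusted p 5.4e-06) and 7.34% more Asn (adjusted p 1.3e-06). Against other tested genes the differences were 4.15% for Lys (adjusted p 0.00156) and 3.61% for Asn (adjusted p 0.0023), while Glu (-1.32%, adjusted p 0.301) and Asp (1.22%, adjusted p 0.301) were not past the threshold. The alternative that moved the first comparison most was GC content at the third position of the codons of other amino acids as a covariate, chosen after the data were seen. With it, Lys was 9.00% and Asp 4.16% more frequent and still past the threshold, while Glu (2.03%) and Asn (0.0509%) were not. With the 115 genes of the cell cycle and repair lists left out of the lower genes, the difference in Lys from other tested genes (2.72%) was not past the threshold. List genes among the other tested genes were kept, so the sets were not treated alike.

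Codons ending in A or T were more frequent in genes lower in TC and PC than in genes higher in both. The difference was 29.8% for AAA, 26.8% for GAA, 23.6% for GAT and 23.3% for AAT, of which the last had an adjusted p of 6.2e-14 and the others lower ones. Of the codons for the same amino acids that end in G or C, AAG was 5.85% more frequent (adjusted p 0.00039), and GAG (-10.2%, adjusted p 2.0e-11), GAC (-9.14%, adjusted p 2.2e-10) and AAC (-7.26%, adjusted p 1.3e-06) were less frequent. Against other tested genes the differences were smaller, at 5.21% for AAA (adjusted p 0.0085), 3.98% for GAA (adjusted p 0.0401) and 5.82% for AAT (adjusted p 0.0027), while GAT (3.27%, adjusted p 0.0588) and AAG (2.46%, adjusted p 0.0927) were not past the threshold. GAG was less frequent (-4.10%, adjusted p 0.0049), and GAC (0.31%, adjusted p 0.986) and AAC (0.18%, adjusted p 0.986) did not differ detectably. GC content at the third position of other codons was 57.5% in genes lower in TC and PC, 64.6% in genes higher in both and 58.6% in other genes. With it as a covariate, AAA (9.04%), GAA (6.55%), GAT (9.84%) and AAT (4.95%) remained more frequent than in higher genes and past the threshold, GAG (-1.11%) and AAC (-3.37%) were not past it, and GAC changed sign (0.17%). The difference in GAA from other tested genes was not past the threshold with this covariate (2.16%) or with DESeq2 calls (3.64%). With the genes of the cell cycle and repair lists left out of the lower genes only, neither GAA (1.98%) nor AAA (2.97%) was past it. Against random lists matched on expression the differences were larger, at 8.02% for AAA, 8.05% for GAA and 10.03% for AAT (permutation adjusted p 0.00032 each). These lists also hold genes higher in TC and PC, which have less of these codons than other tested genes. The reference thus differs in its genes too, and the larger differences cannot be put down to the matching.

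**Figure D5:**
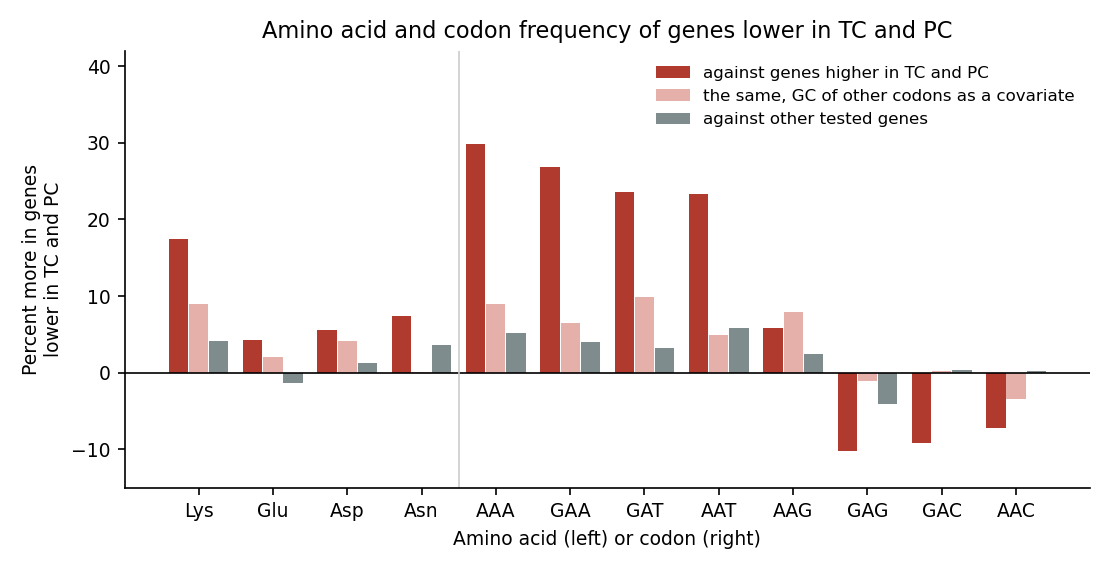
Percent more of each amino acid (left) and codon (right) in genes lower in TC and PC, against genes higher in both (red), the same with GC content as a covariate (light red), and against other tested genes (grey). The difference for Lys was 17.4% against higher genes, 9.00% with GC content as a covariate and 4.15% against other genes.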

Values the study reported

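In a separate experiment with 24 h of MAPKi, the study reported 2010 downregulated and 1719 upregulated mRNAs. Proteins encoded by the downregulated mRNAs were reported to hold 30% more Lys, 12% more Glu, 8% more Asp and 7% more Asn than those encoded by the upregulated mRNAs.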

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

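In this part, the comparison of the library splits and the point on time in culture were chosen only after the result was seen. In 6 lists, genes were lower in TC than in CC and higher in RC than in CC, both past the camera threshold. RC was also compared with TC in the same model. Since the lists were chosen for lying on opposite sides of CC, a higher level in RC than in TC was fixed by that choice, so these values give the size of the difference and are not a further test of it. The median log2 fold change of RC against TC was 3.87 for G2/M phase genes, 3.53 for the RT-qPCR proliferation genes, 2.43 for S phase genes, 2.24 for the RT-qPCR repair genes, 1.70 for homologous recombination and Fanconi genes and 1.42 for mismatch repair genes. The mean expression of each of these lists was higher in every RC library than in every CC library, and lower in every TC library. The lists held 159 tested genes, of which 13 were in more than 1 list, so the 6 results are not independent. Of the 10 splits of the 6 RC and TC libraries into 3 and 3, only the real one (1 of 10) parted the lists by as much, with a mean size of 2.53 against 0.601 to 0.705 in the others. With 10 splits the share cannot go under 0.1, and the lists were chosen with the real split, which favours it. Every other split mixes RC and TC libraries, so smaller values in them were fixed by design.

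That RC lay above CC and not only above TC could have come from 1 CC library or from the scaling. Leaving out each CC library in turn, 0 of the 6 lists changed sign or lost the threshold in RC, and their medians in RC stayed between 0.29 and 0.86. A single CC library is therefore excluded for the lists as a whole. Under library totals or median-ratio factors, 0 of the 6 lists did so either, but these scalings moved all genes alike and by little, so scaling is not tested by this and the changes are relative to the other genes. Time in culture stays open as well. RC cells were grown 9 days longer than CC cells, and 0 CC libraries were harvested as late, so an effect of the drug and its removal cannot be told apart from a difference in density, passage or harvest day. A faster cycle of cells that regrew after treatment remains an untested biological explanation.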

How the results depend on the processing

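GC and length offsets, GC content as a covariate and leaving out numbered copies were chosen after the data were seen. Of 528 counts or shares of genes under an alternative, 512 stayed within 1.5 times their value (or, for the shares, within the spread between replicates), and 16 did not. The genes lower in TC beyond 1.5-fold ran from 2443 to 3241 over the alternatives and the genes higher from 2099 to 2712. The genes lower in both TC and PC ran from 1925 to 2603, and those of them not called in RC from 1810 to 2396. Of the 5632 genes changed beyond 1.5-fold in TC, 4538 were the same genes under DESeq2. The RC result was less stable. Of its 616 genes, 403 were called by DESeq2, 358 without CC replicate 1 and 333 without RC replicate 2. Genes higher beyond 1.5-fold in RC numbered 136 under DESeq2, and ran from 117 (without RC replicate 2) to 378 (without CC replicate 2) across the fits that each left out 1 library, and genes lower ran from 224 to 523 in the same fits. For PC against TC, genes lower ran from 1259 (without PC replicate 3) to 2469 (without CC replicate 3). These fits hold fewer libraries, which lowers the number of calls, while the cause of the rises and of the DESeq2 count was not tested.

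The share of genes lower in TC with a smaller change in PC moved by more than the spread between single PC libraries (0.970 points) to 55.8% under median-ratio factors, 56.2% under library totals and 56.2% under DESeq2, and ran from 54.02% to 56.8% in the fits that left out 1 library. The median ratio ran from 0.940 to 0.964 in those fits, against a spread of 0.0112. The cause was not tested.

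The number of lists past the threshold was 0 in TC, 0 in PC and 0 in RC with camera and an estimated correlation. The cause was not tested. The estimate was above the preset value in 16 of 18 lists, but p53 targets in RC lost their call although their estimate (0.0074) was below it. No other alternative moved the number of lists by more than 1.5 times. Of 1242 results for single lists, 1174 kept their direction and side of the threshold, 37 were weaker and 31 stronger, and none was reversed. Of the 37, 36 came from the estimated correlation. Replicate numbers did not pair the libraries: the correlation between libraries of the same number was 0.155, 0.068 and 0.124 for TC and PC and between -0.037 and 0.081 for other pairs of groups. With replicate number as a block, all 24 counts or shares of genes and all 3 counts of lists stayed within these limits.

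With GC content of other codons as a covariate, the differences from genes higher in TC and PC became 2.03% for Glu, 0.0509% for Asn, -1.11% for GAG and -3.37% for AAC, no longer past the threshold, GAC reversed to 0.17%, and GAA against other genes became 2.16%. Against random lists matched on expression, in place of all other genes, Glu reversed to 0.53%, GAC to -2.04% and AAC to -0.87%. These lists also hold genes higher in TC and PC, so the reference changed in more than expression. Asp (2.17%), GAT (7.004%) and the reversed GAC (adjusted permutation p 0.0469) came past the threshold. The genes of the cell cycle and repair lists were left out of the lower genes only. Lys (2.72%), AAA (2.97%) and GAA (1.98%) against other genes were then no longer past the threshold. Nor was GAA (3.64%) with DESeq2 calls. The cause was not tested. The other 69 of 84 composition results kept direction and threshold.

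Of 943 results for named genes, 916 kept direction and threshold, 16 were weaker, 9 stronger and 2 reversed. Each was reversed in 1 of the fits that left out 1 library. In those fits the CTU2 log2 fold change, PC vs CC, ran from -0.196 (without CC replicate 3) to 0.0220 (without CC replicate 2), and the DUSP6 log2 fold change, RC vs CC, from -0.539 (without CC replicate 1) to 0.652 (without CC replicate 3). CC replicate 3 had more DUSP6 than the other CC libraries. SPRY4 in RC accounted for 11 of the weaker results. Leaving out numbered copies gives no value for CSF2RA_1, TRAPPC4_1 and ID3_1. Under the other scalings the median of all genes moved by at most 0.03 on the log2 scale. Depth limits genes near the floor, whose changes are given as bounds.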

Other observations

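Of the tests in this part, those of a mislabelled sample, of library totals, of drug left in the cells, of histone members with enough counts in CC, of RNAs without a poly(A) tail, of numbered copies, of the aaRS list against RC, of GC content for Lys and Asp and for Glu and Asn apart, and of the correlation within lists were chosen only after the result was seen.

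Each count of genes was compared with the other splits of the same 6 libraries into 3 and 3. Every other split mixes libraries of both groups, so the real difference enters the spread within the split groups. This holds their calls low by design, so the splits do not show what unchanged groups would give. For genes at an adjusted p under 0.05, only the real split (1 of 10) gave as many genes in TC against CC, PC against CC, RC against CC, PC against TC and RC against PC, and likewise for genes beyond 1.5-fold (1 of 10 in each). The other splits gave at most 2 genes, in PC against TC. At an unadjusted p under 0.05 they gave 297 to 1286 genes for TC against CC, 264 to 764 for PC against CC, 302 to 1506 for RC against CC, 247 to 1334 for PC against TC and 148 to 214 for RC against PC. With 10 splits the share cannot go under 0.1. For the 2492 genes lower in both TC and PC, 100 of the 840 splits of the 9 CC, TC and PC libraries were drawn, and 1 of 100, the real one, gave as many. The split that also kept the 3 CC libraries together gave 2381 genes, and splits that parted them gave at most 1. The count therefore rests on the contrast of CC with TC and PC together, not on the border between TC and PC.

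For the lists, 5 of the 10 splits gave as many lists past the camera threshold in TC against CC, 5 of 10 in PC against CC and 3 of 10 in RC against CC, the real split included. The other splits gave between 6 and 14, 6 and 14, and 3 and 13 lists. Under fry, 0 lists were past the threshold in every other split, with at most 1, 1 and 3 lists at an unadjusted p under 0.05. The other splits keep part of the group difference between the split groups and add part of it to their spread. Neither the camera nor the fry counts in them are thus a measure of false calls. The part of the group difference kept by the other splits may account for their camera calls. Another candidate explanation is that genes of a list move together between replicates, more than the preset correlation of 0.01 allows. The estimated correlation had a median of 0.211 over the lists, was over 0.01 in 16 of 18 and ran from -0.012 to 0.7998, while 100 random lists of 25 genes had a median of -0.0048. Camera p-values in this data set may therefore be too small, and the medians and gene counts carry the list results. Trends with GC content or transcript length were weighed as another source. With these trends removed from each library, 0% of the 36 list calls were lost or reversed, which argues against them as the cause of the calls as a whole.

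The MAPK output list was as low in PC as in TC although the drugs had been removed for 2 days. PC libraries that were TC libraries under another name are excluded, since 554 genes parted PC from TC beyond 1.5-fold. The median in PC was -3.68 under library totals, but the scalings tried move all genes alike and by little, so scaling was not tested by this and the change is relative to the other genes. A separate list of 14 ERK-dependent early genes, written before its result was seen, had a median of -2.35 in PC and -2.01 in TC (camera adjusted p 0.00113 and 0.00139, fry 0.000153 in both), with 10 genes lower and 0 higher in PC and 9 and 1 in TC. A candidate explanation is that pathway output stayed low after drug removal. Drug left in the cells predicts the same pattern and cannot be told apart from it, since no value here measures the drug. The median of the MAPK output list in PC against TC was -0.43, with 4 genes lower and 0 higher.

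Replication-dependent histone genes were higher in TC and PC while cell cycle genes were lower. The rise may have come from genes near the floor. The 15 tested members with a mean normalized count of at least 10 in CC had a median log2 fold change of 3.24 in TC. Of them, 10 were higher and 2 lower at an adjusted p under 0.05, so the floor is excluded as the whole cause for the tested genes. This choice was made on CC, but only among genes that had passed the filter over all libraries. The list had a median of 3.24 under library totals too, which does not test scaling, for the reason given above. Capture of more RNA without a poly(A) tail in TC libraries could not be decided. The 1 such RNA tested, RN7SK, rose by 1.19 (SE 0.42) but had a mean normalized count of 28.7, and 30 small structural RNA genes had a median of -1.45. In CC cells the list had a median of only 0.241 CPM. Loss of short transcripts in library preparation is excluded as the whole cause, since 21 ribosomal protein genes with a short transcript had a median of 540 CPM, 2240-fold above the histone list. Libraries that hold mainly RNA with a poly(A) tail remain possible. RNAs without a tail summed to 0.516 CPM in CC, but they are mostly nuclear. The labels name cytoplasmic RNA while the paper describes total RNA for its libraries, so the value does not decide it. A change in tails or stability of histone transcripts in cells that stopped cycling is an untested biological explanation.

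ASNS, an enzyme of Asn synthesis, had between 2 and 93 counts per library (mean 37.8). A candidate explanation is that reads on exons shared by overlapping annotated genes were not counted. Of 284 protein-coding genes at 199 readthrough loci, 51.8% had a mean count under 10, against 33.4% of other protein-coding genes, a ratio of 1.55. The 1290 protein-coding genes listed with numbered copies had a mean count under 10 in 70.9% of cases, against 31.0% of those without copies, a ratio of 2.29, which is consistent with reads that align to more than 1 copy not being counted. Neither test looked at the reads of a single gene, so the reason for the low ASNS count itself stays open. If reads were lost in this way, the levels of such genes would be too low.

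The cytosolic aaRS list might have been lower in TC only because the ATF4 program was high in CC cells. Against RC, the aaRS list in TC had a median of -0.64 (camera p 0.000312, fry p 1.7e-06), with 16 of 23 genes lower. ATF4 targets were also lower in TC than in RC (median -1.34), so this difference is predicted with or without an effect of ATF4, and the explanation stays open.

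GC content was weighed as the source of the amino acid and codon differences between genes lower and genes higher in TC and PC. With GC content of other codons as a covariate, 0 of the 2 differences in Lys and Asp and 0 of the 4 in AAA, GAA, GAT and AAT lost direction or threshold, so GC content is excluded as their whole cause. Both differences in Glu and Asn (2 of 2) lost the threshold, so GC content stays possible as their cause. Against other tested genes, Asn stayed more frequent with this covariate (2.67%, adjusted p 0.0206), and GC content alone does not account for that difference. Against random lists matched on expression, the lower genes had 4.26% more Lys and 4.28% more Asn, and none of 10000 lists had as much (permutation p 0.0002, the smallest they can give), 2.17% more Asp (p 0.0014) and 0.53% more Glu (p 0.479, with 2395 lists at least as high).

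Beyond 1.5-fold, 3068 genes were lower in TC after 72 h. Of these, 2496 had a coding sequence here. The number quoted from the study above is one of mRNAs, from another experiment at 24 h and from DESeq2. The values 3068 and 2496 are higher than it. With DESeq2 the number lower in TC was 2443, but this includes genes without a coding sequence. Whether the DESeq2 number is higher for mRNAs alone is therefore not shown. Genes lower in TC held 19.1% more Lys, 5.85% more Glu, 4.49% more Asp and 8.57% more Asn than genes higher in TC. The values for Lys, Glu and Asp are lower and that for Asn is higher than those quoted from the study above, again at 24 h.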
